# Comparative Transcriptomic Analyses of Vegetable and Grain Pea (*Pisum sativum* L.) Seed Development

**DOI:** 10.3389/fpls.2015.01039

**Published:** 2015-11-25

**Authors:** Na Liu, Guwen Zhang, Shengchun Xu, Weihua Mao, Qizan Hu, Yaming Gong

**Keywords:** transcriptome, high-throughput sequencing, grain pea, vegetable pea, seed development, sugar, starch

## Abstract

Understanding the molecular mechanisms regulating pea seed developmental process is extremely important for pea breeding. In this study, we used high-throughput RNA-Seq and bioinformatics analyses to examine the changes in gene expression during seed development in vegetable pea and grain pea, and compare the gene expression profiles of these two pea types. RNA-Seq generated 18.7 G of raw data, which were then *de novo* assembled into 77,273 unigenes with a mean length of 930 bp. Our results illustrate that transcriptional control during pea seed development is a highly coordinated process. There were 459 and 801 genes differentially expressed at early and late seed maturation stages between vegetable pea and grain pea, respectively. Soluble sugar and starch metabolism related genes were significantly activated during the development of pea seeds coinciding with the onset of accumulation of sugar and starch in the seeds. A comparative analysis of genes involved in sugar and starch biosynthesis in vegetable pea (high seed soluble sugar and low starch) and grain pea (high seed starch and low soluble sugar) revealed that differential expression of related genes at late development stages results in a negative correlation between soluble sugar and starch biosynthetic flux in vegetable and grain pea seeds. RNA-Seq data was validated by using real-time quantitative RT-PCR analysis for 30 randomly selected genes. To our knowledge, this work represents the first report of seed development transcriptomics in pea. The obtained results provide a foundation to support future efforts to unravel the underlying mechanisms that control the developmental biology of pea seeds, and serve as a valuable resource for improving pea breeding.

## Introduction

Pea (*Pisum sativum* L.) is one of the most widely grown grain legumes in the world, and its seeds are an important source of protein for human diets as well as for animal feed (Bastianelli et al., 1998). Pea seeds are rich in starch, soluble sugars, fiber, minerals, vitamins, and in secondary metabolites such as isoflavonoids with anti-cancer and other health-promoting activities (Dixon and Sumner, 2003). As such, improving the overall nutritional quality of pea seeds is an important and ongoing objective for pea breeding. Various studies on legume seed development show that the process is genetically programmed and correlated with changes in metabolite levels (Weber et al., 2005; Le et al., 2007). Despite this understanding, little molecular genetics work has been performed on pea, due to both the size of genome (4.5 Gb) as well as its highly repetitive nature (75–97%), causing it to be considered as a “genomic orphan” species (Macas et al., 2007; Smýkal et al., 2012). Such genomic information, however, is essential for deciphering the genetic control of pea seed development.

Seed development is a highly complex process and mainly divided into three stages—embryogenesis, expansion, and maturation—according to changes in seed weight (Baud et al., 2002; Gutierrez et al., 2007). The process includes transcriptional and physiological reprogramming reconciled by many different pathways, and involves the coordinated expression and regulation of thousands of genes (Gutierrez et al., 2007; Santos-Mendoza et al., 2008). A comprehensive earlier study on changes in gene expression during seed development in *Medicago truncatula* determined that a total of 15,786 genes were differentially expressed during seed maturation (Benedito et al., 2008). More than 45% of the functionally classified seed-regulated genes were assigned to metabolic pathways, including carbohydrate, amino acid, lipid, energy, and secondary metabolism, indicating that the seed development process is prone to metabolic control.

Over the past 10 years, several studies have integrated information from genetic programs and from both metabolic and hormone-responsive pathways, to provide evidence of the concerted action of a complex regulatory network triggering the seed development process (Weber et al., 2005; Gutierrez et al., 2007). Among metabolites, carbohydrates are known to represent a major carbon and energy source during seed development (Weber et al., 2005). Moreover, sucrose plays a dual role in the cell, as it is central in carbohydrate metabolism and acts as a signal molecule triggering storage-associated processes (Gibson, 2005). In addition to metabolic control, hormonal control is also important in seed development (Gibson, 2004). Previous studies by measurements of endogenous hormone concentrations in developing legume seeds have shown that cytokinin and gibberellins are primary requirement for the commencement of seed development, whereas auxin plays roles in establishing the embryonic body plan (McCarty, 1995) and abscisic acid (ABA) is critical for promoting embryo maturation (Finkelstein et al., 2002). Recent data has also highlighted a number of transcription factors that are specifically involved in the process of seed development, such as B3, MYB, bHLH, and AP2 (Sreenivasulu and Wobus, 2013). Together, these results illustrate the complexity of seed development regulation. Since grain legumes as crop plants are selected for high seed yield and characterized by high metabolic activity and fluxes in seeds, progress toward a better understanding of mechanisms controlling legume seed development is crucial. While these mechanisms have been widely studied in the model plants *M. truncatula* (Gallardo et al., 2007; Benedito et al., 2008) and soybean (Dhaubhadel et al., 2007; Severin et al., 2010; Jones and Vodkin, 2013), it is poorly understood in pea.

In order to explore the possibilities of improvement in the nutritional quality and quantity of pea seeds, it is necessary to have a clear understanding on the regulatory mechanisms involved in the process of seed development. Such an understanding may be best achieved through an exhaustive study of the transcriptome of the developing seed that may provide a blueprint gene expression networks underlying the seed development processes. In recent years, RNA sequencing (RNA-Seq) based on next-generation sequencing (NGS) allows studies to be conducted on species without a corresponding reference genome (Brautigam et al., 2011). RNA-Seq has been successfully adopted to study changes in gene expression during seed development in plants such as *Arabidopis* (Le et al., 2010), rice (Xue et al., 2012), and also in important legumes such as soybean (Severin et al., 2010; Jones and Vodkin, 2013), *M. truncatula* (Gallardo et al., 2007), and chickpea (Pradhan et al., 2014). In pea, there have been several studies reporting transcriptome analysis in recent years (Franssen et al., 2011; Kaur et al., 2012; Duarte et al., 2014; Sindhu et al., 2014; Sudheesh et al., 2015), mainly for use in the discovery of genetic markers. Recently, Alves-Carvalho and his colleagues announced a RNA-Seq data resource for pea including 20 cDNA libraries, which encompass various tissues harvested at different developmental stages and grown in contrasted N-nutritive conditions (Alves-Carvalho et al., 2015). However, none of the previous studies have focused specifically on pea seed development.

Food-oriented peas are sorted into either grain pea or vegetable pea, with large differences in morphology, nutrition, and taste between the two types. Vegetable peas are large-seeded pea cultivars that are harvested as immature seed. It typically has a higher content of sugar than grain pea, and is therefore sweeter. There are a large number of genes that affect carbohydrate synthesis in pea. Previous studies have reported that starch and sugar synthesis in pea is affected by mutant alleles at three loci, *r, rb*, and *bsg*, which are referred to starch branching enzyme (SBE), ADP-glucose pyrophosphorylase (AGPase), and phosphoglucomutase (PGM), respectively (Hedley et al., 1986; Hylton and Smith, 1992; Harrison et al., 2000). The seed accumulates a low level of starch and a high level of sucrose if it contains the *r* or *rb* genes or *bsg* gene within its genome (Lloyd et al., 1996; Harrison et al., 2000). The demand for vegetable peas as fresh or frozen seed is increasing in recent years as consumers perceive that sweeter peas have better flavor. Although seed development and nutrition accumulation are key biological processes that are of important economic and nutritional value in pea, the regulatory mechanisms remain elusive. To understand the genes and gene networks that play a role in regulating seed development and nutrition accumulation in grain and vegetable peas, we used RNA-Seq to generate and compare the transcriptomes of vegetable pea and grain pea at early and late developmental stages. Therefore, this study was particularly conducted (i) to determine changes in gene expression during seed development within pea types, and (ii) to compare gene expression at specific stages of seed development between two pea types. This study will provide a high-throughput sequencing and expression resource for future molecular studies on pea seed development.

## Materials and methods

### Plant material

The vegetable pea cultivar “Zhewan 1” and the grain pea cultivar “Zhongwan 6” were selected as materials in the current study. These two cultivars are widely used for commercial production in China and they represent typical features of vegetable pea and grain pea. In this study, they were grown in the field of the Vegetable Research Institute, Zhejiang Academy of Agricultural Sciences. Peas are self-pollination species, and the first day the flower becomes fully open is usually considered the first day of fertilization (Gepts et al., 2005). The flowers of these two cultivars were tagged on the day they opened completely. In Figure 1, the different developmental stages of the seeds of these two pea cultivars are shown. The uniform pea pods samples were collected at different developmental stages (10, 15, 20, 25, and 30 days after pollination [DAP]). Ten DAP corresponds to an early stage (cell division and morphogenesis); 15, 20, and 25 DAP correspond to middle stages (cell expansion and seed filling); and 30 DAP corresponds to physiological maturity. To control the effect of biological variation, the materials that were collected for each sample were composed of large amounts from many individuals. The seeds from different plants were pooled together as one biological sample and three biological replicates were collected for each sample. The samples were frozen in liquid nitrogen immediately and stored at −80°C until further use.

**Figure 1:**
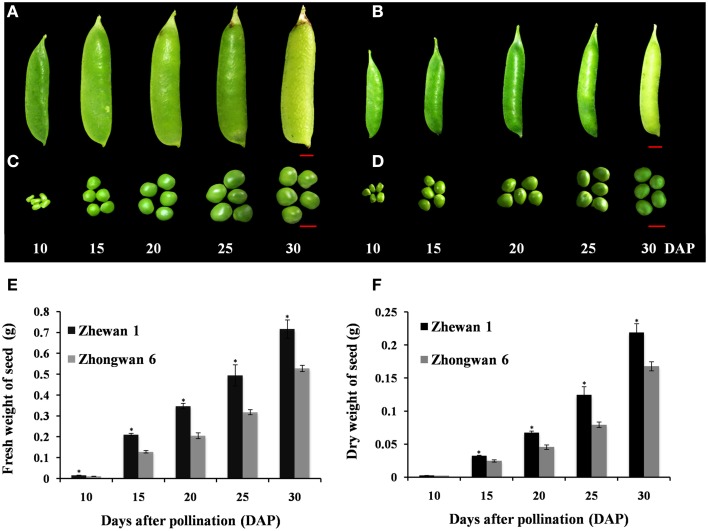
**Images of pea pods and seed developmental stages, and seed weight measurements**. The pod and seed of the vegetable pea Zhewan 1 **(A,C)** and the grain pea Zhongwan 6 **(B,D)** at 10, 15, 20, 25, and 30 days after pollination (DAP). Seeds at 10 and 25 DAP of the two cultivars were submitted for transcriptome sequencing. The fresh and dry weights of pea seeds at each point in time are shown in **(E,F)**. Mean weight in **(E,F)** are shown with standard errors bars from three repeated experiments. Asterisk indicates that weight is significantly different between Zhewan 1 and Zhongwan 6 according to a LSD test at *P* < 0.05. Red bar = 1 cm.

### RNA extraction, library construction, and RNA-seq

Total RNA was extracted with TRIzol Reagent (Invitrogen, USA) according to the manufacturer's instructions, and DNase I was used to clean out DNA. Separate RNA samples from two different developmental stages, 10 and 25 DAP, of the seeds of Zhewan 1 and Zhongwan 6 were constructed for RNA-Seq. These two stages represent the early developmental stage and the harvest stage of the vegetable pea. The experiment was performed with three biological replicates for each of the two seed developmental stages and pea types. The four libraries are indicated as “Zhewan 1–10,” “Zhewan 1–25,” “Zhongwan 6–10,” and “Zhongwan 6–25.” The following protocols were performed by LC Science (Hangzhou, China). The quality and integrity of the RNA was examined using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). The mRNA was isolated using oligo (dT)-attached magnetic beads and was broken into short fragments (approximately 200 bp). Using these short fragments as templates, the first-strand cDNA and the second-strand cDNA were synthesized. Sequencing adapters were ligated to the short fragments after purifying with the QiaQuick PCR extraction kit (Qiagen, The Netherlands), which were used to distinguish different sequencing samples. The required fragments were then separated by agarose gel electrophoresis and selected for PCR amplification as sequencing templates. Finally, the libraries were sequenced using an Illumina HiSeq™ 2000 (San Diego, CA, USA). The sequence data has been deposited into the NCBI/GEO database with accession number GSE72573.

### De novo assembly

Raw reads were first filtered by removing adapter sequences and low quality sequences, which included reads with N percentages (i.e., the percentage of nucleotides in a read that could not be sequenced) over 5% and ones that contained more than 20% of the nucleotides in the reads with a *Q* ≤ 10. The *Q*-value represented the sequencing quality of the related nucleotides. The clean reads were then *de novo* assembled using the Trinity assembly program (Grabherr et al., 2011).

### Gene annotation

The functions of the unigenes were annotated by BLASTing with an *E*-value threshold of 10^−5^ to protein databases that included the NCBI non-redundant (nr) database, the Swiss-Prot protein database, the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, the Clusters of Orthologous Groups of proteins (COG) database, and the pea RNA-Seq gene atlas (http://bios.dijon.inra.fr/FATAL/cgi/pscam.cgi). Proteins with the highest sequence similarity were retrieved for the analyses. KEGG was used to produce an annotation of the metabolic pathways, while COG was used to match each annotated sequence to an ancient conserved domain, which represents the primary phylogenetic lineages of the pea. Based on the nr annotation, 6 top-hit species were identified, and Gene Ontology (GO) classifications were obtained with Blast2GO. Transcript diversity and abundance were scrutinized with MapMan (Thimm et al., 2004) using the *M. truncatula* peptide database downloaded from MapMan as reference. Accordingly, pea seed transcripts were first BLASTed (*E* ≤ 1E-05) with the *M. truncatula* peptide database downloaded from the ftp site of Phytozome v9.1.

### Differentially expressed gene analysis

The alignment software, bowtie 0.12.8, was used to map the reads back to the transcriptome. The number of mapped clean reads for each unigene was then counted and normalized into a RPKM value (Reads Per kb per Million reads), which is widely used to calculate the unigene expression (Mortazavi et al., 2008). To detect differentially expressed genes, statistical analyses among libraries were performed following the formula as described (Shen et al., 2012), where the false discovery rate (FDR) used to determine the *P*-value threshold in multiple tests and analyses was calculated using the *q*-value package (Benjamini et al., 2001). For this study, differentially expressed unigenes between two samples were screened with a threshold of FDR ≤ 0.001 and an absolute value of log2Ratio ≥ 1 (Feng et al., 2012; Sun et al., 2015; Wang et al., 2015). Furthermore, GO classifications and the KEGG pathway enrichments were compared between up-regulated and down-regulated unigenes.

### Real-time quantitative RT-PCR

Total RNA used for quantitative RT-PCR (qRT-PCR) analysis was extracted from the different developmental stages of the seeds of the two pea cultivars with three biological replicates using the same method as described above. For qRT-PCR, approximately 3 μg of total RNA was digested using RNase-free DNase I (TaKaRa, Kyoto, Japan) at 37°C to remove any genomic DNA. The digested RNA was then reverse-transcribed to cDNA using MMLV transcriptase (TaKaRa, Kyoto, Japan) in a 20 μl reaction. The cDNAs were then used as templates in qRT-PCR reactions using the SYBR Green Master Mix (TaKaRa, Kyoto, Japan) with gene-specific primers. The reactions were performed on an ABI StepOnePlus™ cycler (Applied Biosystems, USA). The two-step quantitative RT-PCR program began at 95°C for 30 s, followed by 40 cycles of 95°C for 5 s and 60°C for 20 s. Fluorescent signals were collected at each polymerization step. Expression was calculated as 2^−ΔΔCt^ (Livak and Schmittgen, 2001) and was normalized to that of the control gene β-tubulin (Die et al., 2010). The primers used for qRT-PCR are listed in Supplementary Table S1. The correlation between log2 normalized qRT-PCR and RPKM values was plotted using Origin 8 (OriginLab, USA).

### Fresh weight and dry weight assessment

For each time point, fresh and dry weights of the seeds were determined after sample collection. The seeds were removed from the pods immediately after sampling, and fresh weights were recorded. The seeds were then dried in a forced-air oven at 70°C until the weight remained constant, and dry weights were recorded. Each sample contained 100 seeds and was determined in triplicate.

### Measurements of sugar and starch

The extraction of sugars was performed according to previous methodology with minor modifications (Zhang et al., 2005). Briefly, 2 g of the sample stored at −80°C was ground into fine powder in liquid nitrogen with a Grinder CK 1000 (Thmorgan, China), and then homogenized in 6.0 ml of an ethanol (80%) solution, shaken for 40 min at 80°C, and centrifuged at 10,000 rpm for 10 min. The supernatant was collected, and the precipitate was homogenized again with ethanol (80%). This procedure was repeated; the supernatants were prepared to a constant volume of 25 ml. Three milliliter of extract was dried into powder with a Termovap Sample Concentrator (Eyela, Japan), and the volume was prepared to 1 ml with distilled water and used for sugar analysis. Soluble sugars were analyzed with HPLC (Waters, USA), following the method of Koch and Avigne (1990). Water was used as the mobile phase at a flow rate of 0.5 ml/min. A NH_2_ (4.6 mm × 250 mm) column (GL Scoemces Inc., Japan) and a refractive index detector RI-1530 (Jasco, Japan) were used. The concentrations of starch were measured with traditional anthrone colorimetry. Fully mixed frozen seeds (0.2 g) were prepared for each sample. The amylose contents were evaluated with a dual-wavelength iodine binding colorimetry method as previously described (Nakkanong et al., 2012).

## Results and discussion

### RNA-seq and de novo assembly of grain pea and vegetable pea

Pea pods from the vegetable pea Zhewan 1 and the grain pea Zhongwan 6 were sampled at 10–30 days after pollination with 5-day intervals during seed development. From measurements across five stages, the fresh and dry seed weights of Zhongwan 6 throughout seed development were approximately 70% that of Zhewan 1 (Figure 1). Because we are interested in understanding the transcriptional changes that may be involved in regulating pea seed development and the differences between grain pea and vegetable pea, we performed RNA-Seq analyses of early and late developing seeds of Zhewan 1 and Zhongwan 6. 

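Seeds of the vegetable pea Zhewan 1 and the grain pea Zhongwan 6 were compared by RNA-Seq at 10 and 25 days after pollination (DAP). The deposited table holds 1 library for each of the 4 combinations of cultivar and stage. The paper's methods describe biological replicates for each stage and pea type, and its text does not say how they entered the 4 libraries. The differences between libraries given here therefore have no replicate check. The authors assembled the reads of all libraries together with Trinity, mapped the clean reads of each library back to the assembled unigenes with bowtie and counted the reads on each unigene. They divided each count by the length of the unigene and by the total of the library to give RPKM. Recomputed from the deposited counts, lengths and totals, RPKM matched the deposited value in all entries except 2, which have 1 read and are listed at 0. The reads counted on unigenes numbered 50086351 in Zhewan 1 at 10 DAP, 55819963 in Zhewan 1 at 25 DAP, 60861344 in Zhongwan 6 at 10 DAP and 70912839 in Zhongwan 6 at 25 DAP. The paper's clean reads for these libraries are 38635654, 45064114, 49464658 and 53496280. The counted reads are 1.30, 1.24, 1.23 and 1.33 times the clean reads, so that reads were counted on more than a single sequence, and the RPKM values use the counted totals. The 10 most abundant unigenes held 26.2%, 25.9%, 26.4% and 27.1% of the counted reads in the same order, and the 100 most abundant held 57.2%, 44.0%, 51.2% and 53.6%. A unigene with no read in a library can have up to 3 reads there at this depth, which is an RPKM of 0.0423 to 0.0599 for a unigene of 1 kb. Each pair of libraries was compared by a two-sided Fisher's exact test on the reads of each unigene against all other counted reads. This test compares the 2 libraries, not the conditions, and the intervals given with ratios of reads cover counting error only. Sequences that share counted reads depend on each other, so unigenes are not separate observations. Over the 22135 unigenes with an RPKM of at least 1 in all 4 libraries, the median log2 ratio of 25 DAP to 10 DAP was 0.56 in Zhewan 1 and -0.14 in Zhongwan 6. The median log2 ratio of Zhongwan 6 to Zhewan 1 was 0.40 at 10 DAP and -0.34 at 25 DAP. Scaling each library by its median ratio removes these shifts.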

Four libraries were generated from RNA that was isolated from seeds of the two cultivars at 10 and 25 days after pollination, which was then paired-end sequenced using the Illumina platform.

Each library produced numbers of raw reads that ranged from 38.7 to 53.5 M (Table 1). After cleaning and quality checks, approximately 38.6–53.5 M high quality reads were obtained, with a validity ratio of 99.96%. In total, 186,660,706 reads of 100 bp were generated, giving a total of over 18 billion nucleotides of sequence data. The data produced from the four libraries were pooled together for more comprehensive reconstruction of the transcriptome, which were then used as the reference to facilitate comparison of individual samples for further gene expression analysis.

**Table 1:** **Summary of the RNA-Seq data collected from the vegetable pea Zhewan 1 and the grain pea Zhongwan 6 at 10 and 25 DAP seed developmental stages**.

**Category**	**Vegetable pea**		**Grain pea**	
	**10 DAP**	**25 DAP**	**10 DAP**	**25 DAP**
Raw sequencing reads	38,650,844	45,082,448	49,483,656	53,517,106
Clean reads	38,635,654	45,064,114	49,464,658	53,496,280
Raw bases	3,865,084,400	4,508,244,800	4,948,365,600	5,351,710,600
Clean bases	3,863,565,400	4,506,411,400	4,946,465,800	5,349,628,000

The clean raw reads were assembled into 148,081 contigs with a mean length of 1117 bp. Using paired-end joining and gap-filling, these contigs were further assembled into 77,273 unigenes with a mean length of 930 bp. 

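The deposited table lists 77269 unigenes, and the paper's number is 77273. Their lengths ranged from 201 to 15558 bp, with a mean of 931 bp and a median of 529 bp. The N50 was 1603 bp, and 13898 unigenes were at least that long. The identifiers group the unigenes into 60358 Trinity components, which are sets of sequences assembled from overlapping reads. In these components 53208 unigenes (68.9%) were alone, and the largest component held 37 sequences, among which the counting could split the reads of a gene. An RPKM of at least 1 was reached by 27868 unigenes in Zhewan 1 at 10 DAP, 31003 in Zhewan 1 at 25 DAP, 31123 in Zhongwan 6 at 10 DAP and 28098 in Zhongwan 6 at 25 DAP, and by 38380 unigenes in at least 1 library. The unigene with the most reads was a different one in each library. It was comp38444_c3_seq4 with 2827491 reads in Zhewan 1 at 10 DAP and comp40800_c2_seq2 with 3476869 reads in Zhongwan 6 at 10 DAP. At 25 DAP it was comp39373_c0_seq5 in Zhewan 1, whose 4054106 reads were 7.26% of the library (95% Wilson interval 7.26% to 7.27%), and comp40218_c0_seq4 in Zhongwan 6 with 2544505 reads. In RPKM comp40218_c0_seq4 was above comp38444_c3_seq4 in Zhewan 1 at 10 DAP too (28579 and 28411).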

A N50 length of 1603 bp, i.e., half of the assembled bases were incorporated into unigenes with a length at least 1603 bp, was obtained. The size distributions of these contigs and unigenes are shown in Figure 2. Previous pea transcriptome assemblies using Roche 454 technology reported an average contig length of 454 bp (Franssen et al., 2011), 719 bp (Kaur et al., 2012), and 842 bp (Duarte et al., 2014). Here, we obtained a much longer average contig length (1117 bp) than those in previous studies. Furthermore, a comparison of our assembly to the previous studies showed that it covered them well, with 13,322 out of 13,445 contigs (99%) from Kaur et al. (2012), 79,231 out of 81,449 (97%) from Franssen et al. (2011), 66,618 out of 68,850 (97%) from Duarte et al. (2014), and 41,141 out of 46,099 (89%) from Alves-Carvalho et al. (2015) having a hit against our assembly (megablast with e-value lower than 1e-5). Reciprocally, from 77,273 unigenes from our study, 34,663 (45%), 26,256 (34%), 48,637 (63%), and 58,850 (76%) had a hit against Franssen et al. (2011), Kaur et al. (2012), Duarte et al. (2014) and Alves-Carvalho et al. (2015) assemblies, respectively. The much higher sequence coverage in our study enabled a greater degree of accuracy in sequence assembly and expression profiling analysis.

**Figure 2:**
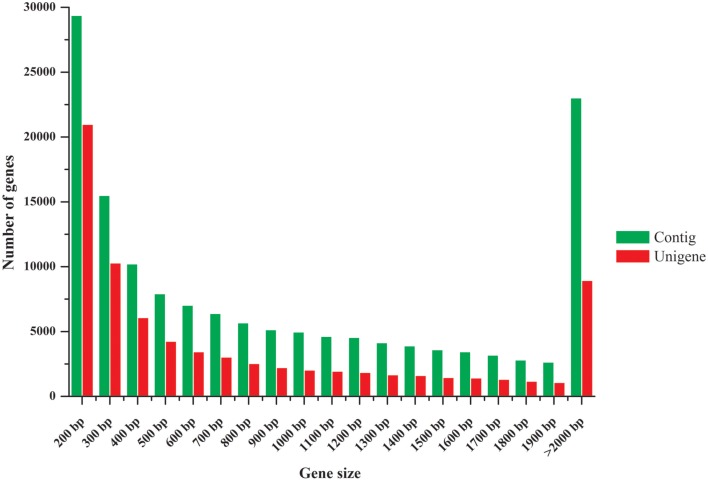
**Length distribution of assembled contigs and unigenes**.

### Gene annotation

Unigenes were annotated based on BLASTx (cutoff E-value 10^−5^) searches of five public databases (Figure 3A). Among these databases, 38,887 unigenes were annotated to the nr database, 21,667 unigenes to the Swiss-prot database, 29,055 unigenes to the Pfam database, and 33,888 and 30,119 unigenes to the KEGG and COG databases, respectively (Figure 3A). Based on the nr annotation and the *E*-value distribution, 86.2% of the mapped sequences showed strong homology (*E* < 10^−30^) and 79.2% showed very strong homology (*E* < 10^−100^) to the available plant sequences (Figure 3B). With respect to species, 43.2 and 39.5% of the unique sequences had top matches to sequences from *Cicer arietinum* and *Medicago truncatula*, respectively, with additional hits to *Glycine max* (6%), *Pisum sativum* (2.1%), *Vitis vinifera* (1%), and *Lotus japonicas* (0.7%) (Figure 3C). This result is consistent with recent report on pea transcriptome analysis (Sudheesh et al., 2015). Taking advantage of the genome sequence of the closely related model species *M. truncatula* and the recently announced public pea (cv. “Cameor”) Unigene set online (http://bios.dijon.inra.fr/FATAL/cgi/pscam.cgi), our assembled unigenes were further aligned with these two data sets (Supplementary Tables S2, S3). The annotated unigenes provide an excellent platform for future genetic and functional genomic research in pea.

**Figure 3:**
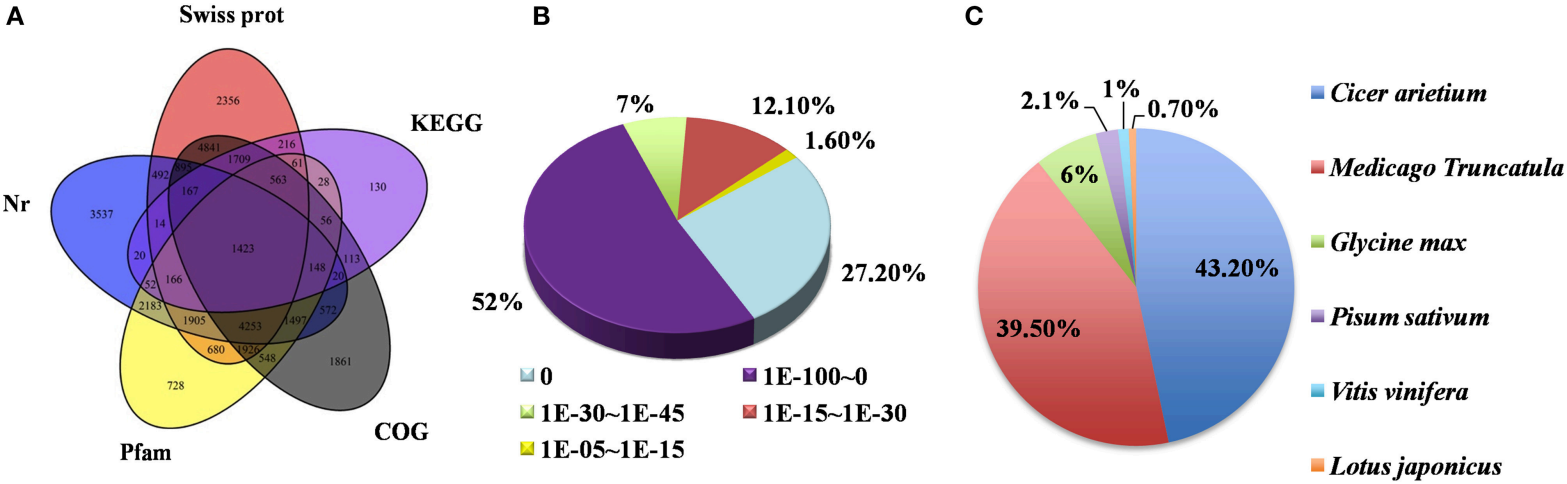
**Characteristics of homology search of pea unigenes**. **(A)** Venn diagram of the number of unigenes annotated by BLASTx with an *E*-value threshold of 10^−5^ against protein databases. The number in the circles indicate the number of unigenes annotated by single or multiple databases. **(B)** *E*-value distribution of the top BLASTx hits against the nr database for each unigene. **(C)** Percentage of unigenes matching the top 6 species using BLASTx in the nr database.

We used GO assignments to classify the functions of the predicted unigenes. GO annotated unigenes were categorized into three ontologies: biological process, cellular component, and molecular function. The molecular function category had the greatest number of unigenes included (32,399), followed by biological process (31,826) and then cellular component (21,960). Within the molecular function category, “ATP binding,” “DNA binding,” and “protein binding” were the most enriched, while proteins related to “regulation of transcription, DNA-dependent” and “transport” were enriched in the biological process category. Among the cellular component category, “integral to membrane” and “nucleus” accounted for most of the unigenes (Supplementary Table S4).

Furthermore, 23,059 unigenes with annotations were assigned to COG classifications. Among the 25 COG categories, the cluster for “general function prediction only” represented the largest category (4677, 20.3%), followed by “post-translational modification, protein turnover, chaperones” (2156, 9.3%), “signal transduction mechanisms” (2085, 9.0%), and “carbohydrate transport and metabolism” (1244, 5.4%), which confirmed that the development of pea seed involved complex metabolic and regulatory processes (Supplementary Figure S1). Furthermore, 8387 unigenes with annotation could be distributed into 229 KEGG pathways. Genes related to “ribosome” were found to be most abundant in number (310), followed by those for “oxidative phosphorylation” (176) and “glycolysis/gluconeogenesis” (137) (Supplementary Table S5).

### Comparison of gene expression of developing seeds 10 and 25 DAP for vegetable pea and grain pea

We required a two-fold or greater change and FDR of 0.001 or less to identify differentially expressed genes (Figure 4A; Supplementary Tables S6–S9). 

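Of the 74253 unigenes with at least 1 read in the 2 Zhewan 1 libraries, 22349 differed at least 2-fold between 25 and 10 DAP at an FDR of 0.001 or less (Benjamini-Hochberg). At 25 DAP 15351 of them were higher and 6998 were lower, so that 68.7% were higher (95% Wilson interval 68.1% to 69.3%). With each library scaled by its median ratio, 19586 unigenes differed, of which 9310 were higher and 10276 were lower (47.5% higher). The setting that moved the count most was a chi-square test with the RPKM values entered in place of the counts, which gave 2036 unigenes, 1293 higher and 743 lower. All 2036 were also among the 22349 found with the counts, and their RPKM in the higher library was at least 17.6. Of the unigenes found with the counts, 16587 (74.2%) had an RPKM under 10 in both libraries. Among those with an RPKM of at least 10 in the higher library, and with 3 or fewer reads counted as 3, comp38317_c1_seq1 (702 bp) rose most, from 3 reads at 10 DAP to 6687 reads at 25 DAP, a log2 ratio of at least 9.42 by its 95% exact interval. The largest fall was that of comp40057_c0_seq3 (4502 bp), from 34164 reads to 4 reads, a log2 ratio of -13.22.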

Based on this stringency, we identified 2036 unigenes that were significantly differentially expressed in 25 DAP seeds compared with 10 DAP seeds in vegetable pea Zhewan 1 (Figure 4A); of these, 1293 were up-regulated and 743 were down-regulated. This is a greater number than in Zhongwan 6, where a total of 1247 unigenes were differentially expressed between the 10 and 25 DAP seeds, with 635 up-regulated and 612 down-regulated (Figure 4A). However, among these, 354 and 264 unigenes were up- and down-regulated respectively in both pairwise comparisons (Figure 4B; Supplementary Table S10). This suggests that some genes respond in the same way during seed development in both vegetable pea and grain pea. 

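In the 2 Zhongwan 6 libraries 74915 unigenes had at least 1 read, and 18799 of them passed the same thresholds between 25 and 10 DAP, fewer than in Zhewan 1. At 25 DAP 6805 of these were higher and 11994 were lower (36.2% higher, 95% Wilson interval 35.5% to 36.9%). The count of Zhongwan 6 stayed below that of Zhewan 1 in every setting tried, and it was 1247 with RPKM values in place of counts and 18542 with median-ratio scaling. Whether the 2 counts differ by more than replicate libraries would was not tested. The largest rise, with the same RPKM minimum, was that of comp34924_c0_seq2 (581 bp), from 0 reads to 5200 reads, a log2 ratio of at least 10.24 by its 95% exact interval. The largest fall was that of comp27568_c0_seq1 (1692 bp), from 5932 reads to 2 reads, which is a log2 ratio of -9.90 or lower by the same kind of interval.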

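With the counts, 8447 unigenes changed the same way with stage in both cultivars, 4231 being higher and 4216 lower at 25 DAP. If the changes in the cultivars were independent over all 77269 unigenes, 1352 would be higher and 1086 lower in both. Unigenes with too few reads to be called in either cultivar are among the 77269, which makes these numbers too low as a reference. The excess over them therefore cannot be read as shared stage change alone. A further 1327 unigenes changed in opposite directions, 12575 changed in Zhewan 1 alone and 9025 in Zhongwan 6 alone by these thresholds, and the difference between the cultivars' changes was not tested. With median-ratio scaling 3795 unigenes were higher and 5269 lower in both cultivars. The shared count moved most with RPKM values in place of counts, to 354 higher and 264 lower. A model over all 4 libraries was fitted with limma to log2(RPKM + 1), with cultivar and stage as terms, for the 31470 unigenes with an RPKM of at least 1 in at least 2 libraries. Its spread comes from the difference between the cultivars' stage changes and is not a replicate error. The stage effect had an adjusted p under 0.05 (limma, Benjamini-Hochberg) for 4662 unigenes, 2146 higher and 2516 lower at 25 DAP. This count moved most with edgeR's quasi-likelihood test on the counts, an alternative chosen after seeing the data, which gave 0 unigenes at an adjusted p under 0.05 and 6840 at an unadjusted p under 0.05.

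**Figure D1:**
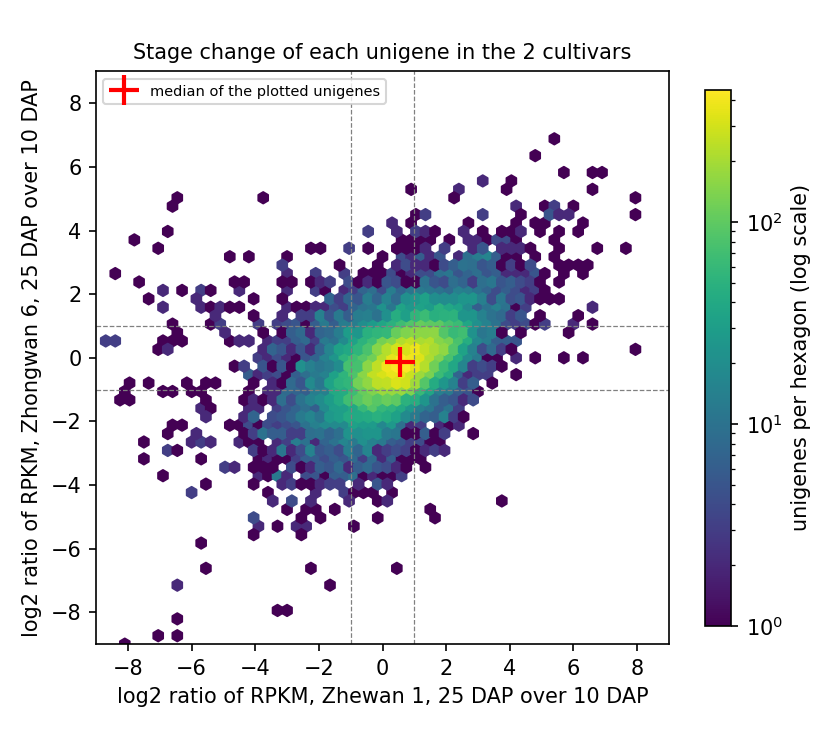
Log2 ratio of RPKM at 25 DAP to RPKM at 10 DAP in Zhewan 1 (x axis) and Zhongwan 6 (y axis) for the 22135 unigenes with an RPKM of at least 1 in all 4 libraries, 1 of which lies outside the axes. The colour of a hexagon gives the number of unigenes in it on a log scale, the dashed lines mark 2-fold changes, and the red cross marks the medians of 0.56 and -0.14, which median-ratio scaling would move to the origin.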

Comparing between the two cultivars, we discovered that there were many more differentially expressed genes in the late developmental stage than in the early stage. 

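The cultivars were compared within each stage as the ratio of Zhongwan 6 to Zhewan 1. At 10 DAP 9579 of 71326 unigenes passed the thresholds, 7389 higher and 2190 lower in Zhongwan 6 (77.1% higher, 95% Wilson interval 76.3% to 78.0%). At 25 DAP 12513 of 72654 unigenes passed them, 3584 higher and 8929 lower in Zhongwan 6 (28.6% higher, 95% Wilson interval 27.9% to 29.4%). With median-ratio scaling the numbers were 7407 at 10 DAP, 3686 higher and 3721 lower (49.8% higher), and 10560 at 25 DAP, 4946 higher and 5614 lower (46.8% higher). The count at 25 DAP was 1.31 times the count at 10 DAP (1.27 to 1.34 from the Wilson interval of the share). The interval treats called unigenes as independent draws, which they are not, and does not cover the choice of setting. The ratio of these counts was above 1 in every setting tried. It moved most, to 7.67, when edgeR's likelihood ratio test was given an assumed coefficient of variation between libraries of 0.4, which left 221 unigenes at 10 DAP and 1696 at 25 DAP; this setting was chosen after seeing the data.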

As shown in Figure 4A, between Zhongwan 6 and Zhewan 1 there were 801 (341 up-regulated and 460 down-regulated) unigenes that were significantly differentially expressed at 25 DAP, while only 459 (216 up-regulated and 243 down-regulated) unigenes were significantly differentially expressed at 10 DAP. The top 500 highly expressed genes differing between early and late seed developmental stages in Zhewan 1 and Zhongwan 6 were shown in Supplementary Figure S2.

**Figure 4:**
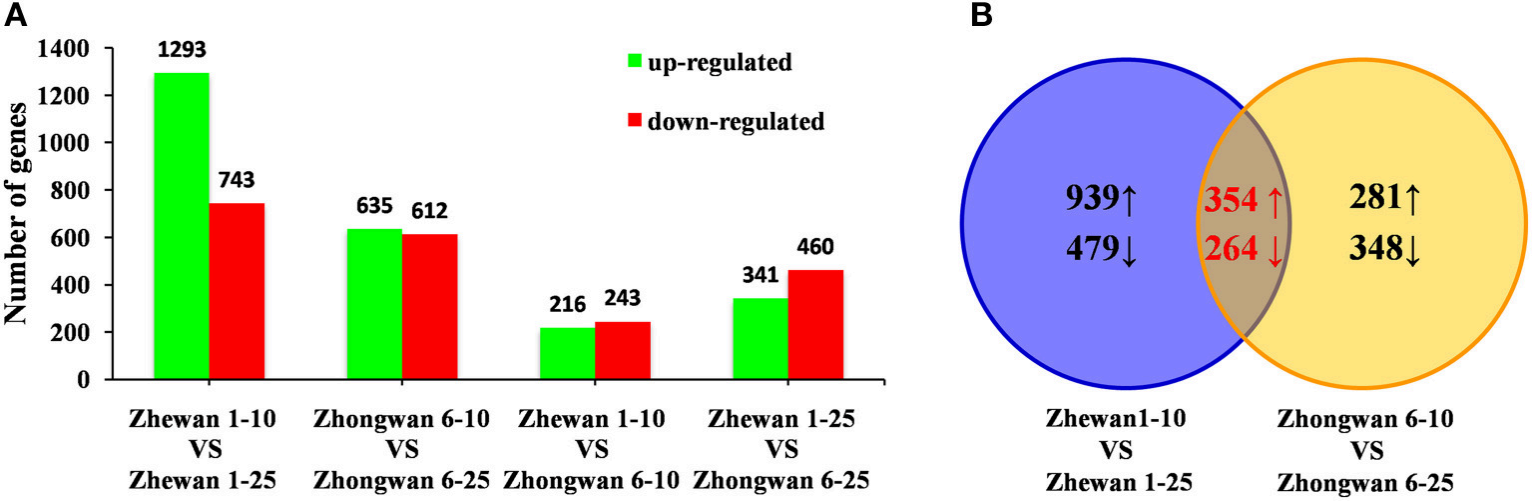
**Changes in gene expression profiles during seed development of the two pea cultivars**. **(A)** The number of up- and down-regulated genes in comparisons of the Zhewan 1–10 vs. Zhewan 1–25; Zhongwan 6–10 vs. Zhongwan 6–25; Zhewan 1–10 vs. Zhongwan 6–10; and Zhewan 1–25 vs. Zhongwan 6–25 are summarized. **(B)** VENN diagrams of DEGs from Zhewan 1–10 vs. Zhewan 1–25 and Zhongwan 6–10 vs. Zhongwan 6–25. The numbers marked in the diagram are the number of common genes significantly up- and down-regulated between the two sets (log2-fold change ≥ 1 and FDR ≤ 0.001).

### Validation of RNA-seq data by qRT-PCR

To verify the differentially expressed genes identified by RNA-Seq, we performed qRT-PCR assays with independently collected samples from 10 to 25 DAP seeds from Zhewan 1 and Zhongwan 6 that were in the same developmental stages as those used for RNA-Seq. 

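Figure 5 gives 29 unigene identifiers, since its FUS3 and B3 domain panels share comp26137_c0_seq1. The RPKM of these unigenes in the 4 libraries ranged from 0.0543 to 2165. At 25 DAP 27 of the 29 were higher than at 10 DAP in both cultivars and 2 were lower in both, although median-ratio scaling turns the change of starch branching enzyme II in Zhewan 1 to -0.23 on the log2 scale. The 2 that were lower are annotated as MYB and GRAS transcription factors. The thresholds of 2-fold and FDR 0.001 were passed by 28 of them in Zhewan 1 and by 27 in Zhongwan 6. Between the cultivars 7 passed the thresholds at 10 DAP, 5 higher and 2 lower in Zhongwan 6, and with median-ratio scaling 3 were higher and 4 lower. At 25 DAP 18 passed them, 3 higher and 15 lower in Zhongwan 6, and with median-ratio scaling 4 were higher and 8 lower. The 8 unigenes of Figure 5 outside sugar, starch, amino acid, photosynthesis and transcription factor annotation were all higher at 25 DAP under each scaling. On RPKM as deposited the log2 ratio was 1.77 or more in Zhewan 1 and 0.54 to 7.79 in Zhongwan 6, and with median-ratio scaling it was 1.21 or more and 0.69 to 7.93. The highest of these values belong to the small heat shock protein comp12242_c0_seq1, which had 3 reads at 10 DAP and 3382 at 25 DAP in Zhewan 1, a log2 ratio of at least 8.43 by its 95% exact interval, and 8 and 2064 reads in Zhongwan 6. The ADP-ribosylation factor comp37255_c0_seq46, from a component of 19 sequences, rose 4.36-fold in Zhewan 1 and 3.04-fold in Zhongwan 6, but by 0.58 and 0.61 on the log2 scale when its component was summed.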

We randomly selected 30 unigenes with various degrees of expression to validate the RNA-Seq data. qRT-PCR data for these genes were basically consistent with RNA-Seq results (Figure 5). From linear regression analysis [(RT-PCR value) = a (RNA-Seq value) + b] the correlation coefficient was 0.8149, indicating a positive correlation between RNA-Seq data and qRT-PCR data (Supplementary Figure S3). Although the results showed that the exact fold changes varied between qRT-PCR and RNA-Seq, possibly due to differences in the sensitivity and specificity between the two approaches, the gene expression trends are similar. This indicates that the RNA-Seq data here are valuable, as seen in other studies (Pradhan et al., 2014; Guo et al., 2015; Lai et al., 2015; Zhao et al., 2015).

**Figure 5:**
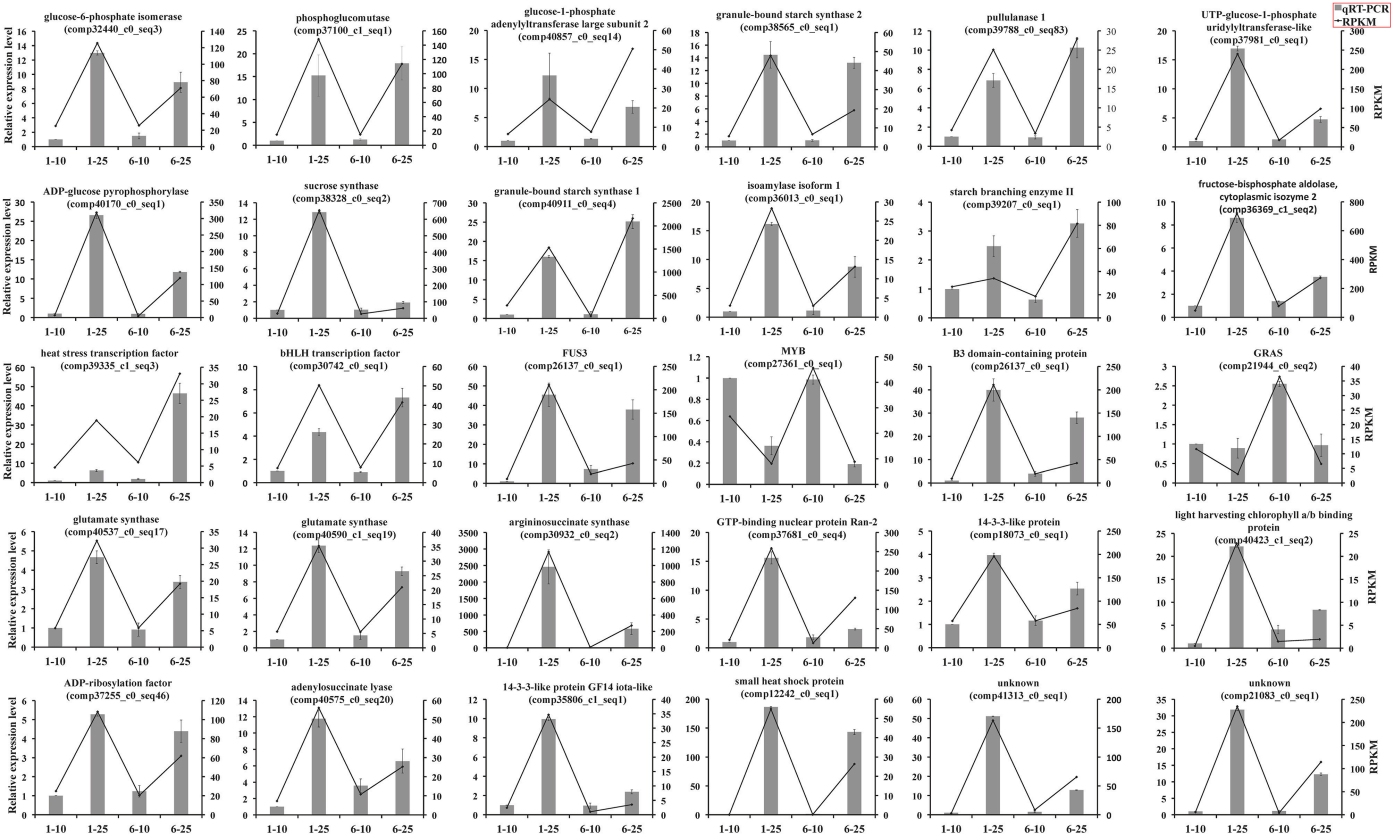
**qRT-PCR analysis of 30 differential expressed unigenes during seed development of vegetable pea and grain pea**. The expression patterns of selected genes were analyzed at 10 and 25 DAP. Black bars with standard errors represent the relative expression level determined by qRT-PCR from three independent biological replicateds (left y-axis). Lines indicate transcript abundance change based on RPKM values according to RNA-Seq (right y-axis).

### Functional analysis of differently expressed genes

We used GO and KEGG assignments to classify the functions of the differentially expressed genes found in pairwise comparisons between the two stages of seed development in the grain and vegetable pea (Supplementary Figures S4, S5). In the biological process category, “translation” and “regulation of transcription, DNA-dependent” were significantly enriched in all four pairwise comparisons, whereas “photosynthesis,” “carbohydrate metabolic process,” and “glycolysis” were enriched in all comparisons except between Zhewan 1–10 and Zhongwan 6–10 (Supplementary Figure S4). For the KEGG pathways, the specific enrichment of unigenes was observed for several pathways that were involved in metabolic processes, such as glycolysis/gluconeogenesis, starch and sucrose metabolism, amino acid metabolism, and hormone metabolism (Supplementary Figure S5).

For a visual comparison of unigenes differentially expressed between early and late seed developmental stages in Zhewan 1 and Zhongwan 6, the data was then subjected to MapMan (Thimm et al., 2004; Sreenivasulu et al., 2008) (Supplementary Table S11). This allowed exploration of the global activation of specific metabolic pathways and gene regulatory networks activated during pea seed development. As shown in Supplementary Figures S6, S7, expression of unigenes related to carbohydrate metabolism (major and minor CHO metabolism), amino acid turnover, photosynthesis, tricarboxylic acid cycle (TCA), glycolysis, fermentation, and secondary metabolism are generally increased at 25 DAP compared to at 10 DAP seeds in both cultivars. For example, up-regulation of genes involved in amino acid metabolism during seed development was observed in both vegetable pea and grain pea (Supplementary Figure S8A; Supplementary Table S12). 

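Figure 5 names 3 unigenes of amino acid metabolism. Argininosuccinate synthase (comp30932_c0_seq2, 1604 bp) had 153 reads at 10 DAP and 104205 reads at 25 DAP in Zhewan 1, a 611-fold rise (95% exact Clopper-Pearson interval 522 to 721). In Zhongwan 6 it had 803 and 30912 reads, a 33.0-fold rise (interval 30.8 to 35.5). The first glutamate synthase unigene (comp40537_c0_seq17, 9076 bp) rose from an RPKM of 5.76 to 32.2 in Zhewan 1, which is 5.59-fold (5.37 to 5.83), and from 5.84 to 19.2 in Zhongwan 6, which is 3.29-fold (3.17 to 3.42). The second (comp40590_c1_seq19, 8009 bp) rose 6.27-fold (6.00 to 6.55) in Zhewan 1 and 3.82-fold (3.66 to 3.99) in Zhongwan 6. These unigenes belong to components of 2, 7 and 3 sequences, and each rise stayed above 2-fold under the pseudocounts, both scalings and the component sums. For argininosuccinate synthase the component sums gave smaller rises, with log2 ratios of 7.42 in Zhewan 1 and 4.06 in Zhongwan 6 against 9.26 and 5.05 for the unigene.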

Increased expression pattern of these genes is consistent with intensive amino acid synthesis at seed filling stage (Gallardo et al., 2007; Benedito et al., 2008), which is essential for protein accumulation in pea seeds. Additionally, “photosynthesis” pathway was significantly enriched. 

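The light harvesting chlorophyll a/b binding protein of Figure 5 (comp40423_c1_seq2, 623 bp) had 15 reads at 10 DAP and 794 at 25 DAP in Zhewan 1, a 47.5-fold rise (95% exact interval 28.6 to 85.3). In Zhongwan 6 it had 55 and 85 reads, a ratio of 1.33 (0.934 to 1.90), so that a change was not detectable at this depth; with the 5 sequences of its component summed, its log2 ratio in Zhongwan 6 was 2.40. The copy of Supplementary Table S2 used here is cut short and holds 1998 of the paper's 79284 rows. In it 3 unigenes with an RPKM of at least 1 in at least 1 library are annotated with photosystem, light harvesting or chlorophyll. Photosystem II light harvesting complex gene 2.1 (comp13040_c0_seq1) had an RPKM of 19.9 at 10 DAP and 474 at 25 DAP in Zhewan 1 and 11.1 and 87.6 in Zhongwan 6, log2 ratios of 4.58 and 2.98. Photosystem I subunit H2 (comp12625_c0_seq1) had log2 ratios of 3.24 and 2.73. Photosystem II reaction center protein A (comp12834_c0_seq1), with 94 and 79 reads in Zhewan 1 and 291 and 241 in Zhongwan 6, had log2 ratios of -0.41 and -0.49, under 2-fold. The median of the 3 was 3.24 in Zhewan 1 and 2.73 in Zhongwan 6, and under each scaling the same number passed the thresholds, 2 in each cultivar.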

We found all of the 70 and 40 unigenes associated with photosynthesis were significantly up-regulated at 25 DAP compared with 10 DAP in Zhewan 1 and Zhongwan 6 seeds, respectively (Supplementary Figure S8B; Supplementary Table S13). The main role of seed photosynthesis is reported to increase internal O_2_ content and to control biosynthetic fluxes by improving energy supply (Borisjuk et al., 2004), it can also affect the metabolism in a number of distinct ways (Ruuska et al., 2004). Our results indicate that many metabolic genes are most active during pea seed filling, which aligns with previous studies on *M. truncatula* where approximately half of the seed-regulated genes were assigned to metabolic pathways (Benedito et al., 2008).

Furthermore, a complex regulatory network triggers initiation of seed development, maturation and accumulation of storage products (Supplementary Figure S6). Hormones play crucial roles in seed development (Holdsworth et al., 2008), and detailed analysis revealed both up-regulation and down-regulation of hormone metabolism and response related genes (Supplementary Table S14). These results suggest that hormone levels should be dynamic, due to changing expression of hormone synthesis genes. Among them, most of the genes involved in auxin biosynthesis and signal transduction were down-regulated at late stage when compared to early stage (Supplementary Figure S8C), which suggests that auxin should mainly function at the early seed development stage. This is supported by a previous study in field pea, which showed that auxin concentration in developing pea seeds peaked at 8–12 DAP, dropping afterward (Slater et al., 2013). Overall, these results indicate that seed development is genetically programmed, correlated to increased metabolic activities, and governed by complex gene regulatory networks.

### Comparison of the sugar metabolism related gene expression at early and late developmental stages of Zhewan 1 and Zhongwan 6 seeds

The most noticeable difference in taste between vegetable pea and grain pea is the increased sweetness of vegetable pea over grain pea, with sugar providing the most important contribution. We measured soluble sugar content using HPLC in Zhewan 1 and Zhongwan 6 during seed development. As shown in Figure 6A, sucrose, which accounts for approximately 80% of the total soluble sugars in pea, increased from 10 to 25 DAP, peaking at 20 to 25 DAP, and decreased at 30 DAP in both cultivars (Figure 6A). Consistent with this, a previous study of *Vicia faba* seed showed that the sucrose content increased from 10 to 15 DAP, reached a peak around 25 DAP, and decreased at later developmental stages (Heim et al., 1993). However, there is a significant difference in sugar accumulation between pea and *M. truncatula* seeds, where the sucrose concentration peaked around 13 DAP and then gradually decreased up until maturity (Djemel et al., 2005). The diversity of seed sugar accumulation patterns between different legume species implies that distinct mechanisms should be involved. Importantly, we also found that sugar content in the seeds of Zhewan 1 was much higher than in Zhongwan 6 throughout the seed development process (for example, 21.7 vs. 7.1% at 25 DAP, respectively) (Figure 6A), which would explain why Zhewan 1 is much sweeter than Zhongwan 6.

**Figure 6:**
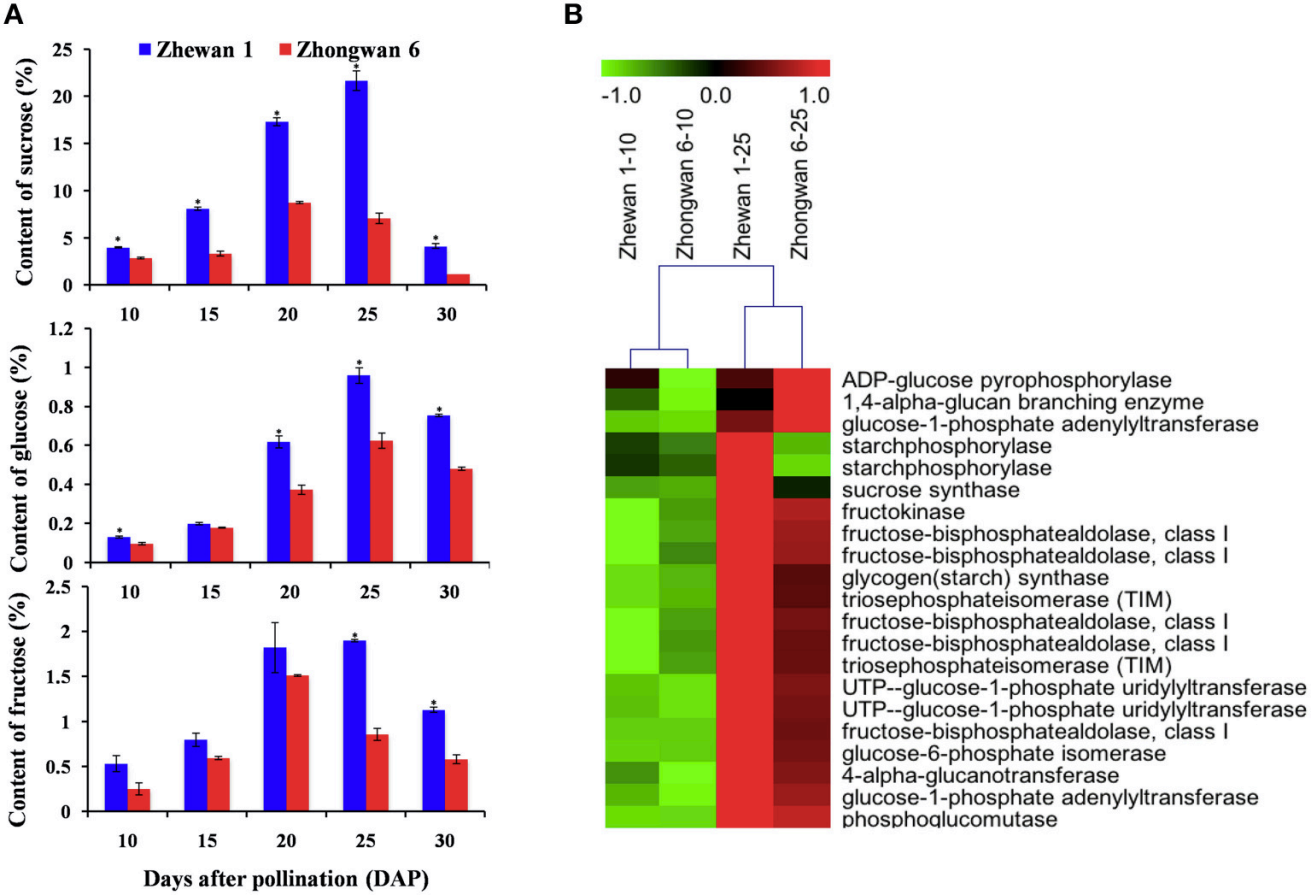
**Contents of sugars (sucrose, glucose and fructose) (A) and differential expression of genes for sugar biosynthesis (B) in Zhewan 1 and Zhongwan 6 during seed development**. Mean sugar contents are shown with standard errors bars from three repeated experiments. Asterisk indicates that sugar content is significantly different between Zhewan 1 and Zhongwan 6 according to an LSD test at *P* < 0.05.

A comparison of genes involved in sugar biosynthesis at early and late seed developmental stages in both cultivars was then conducted. More than 20 unigenes involved in sugar metabolism showed a dramatic increase in expression at 25 DAP seeds compared to 10 DAP seeds in both of Zhewan 1 and Zhongwan 6 (Figure 6B; Supplementary Table S15), in parallel with the physiological data and coinciding with the onset of accumulation of sugar in the developing pea seeds. This high expression of genes involved in sugar metabolism during seed development is consistent with transcriptomic analyses performed in rice and chickpea (Xu et al., 2012; Pradhan et al., 2014), which found that unigenes related to carbohydrate metabolism were more highly expressed at later stages compared to early stages. 

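All 5 sugar metabolism unigenes of Figure 5 were higher at 25 DAP than at 10 DAP in both cultivars, past the thresholds and under each scaling. Sucrose synthase (comp38328_c0_seq2, 2811 bp) rose from an RPKM of 28.3 to 654 in Zhewan 1, a 23.1-fold change (95% exact interval 22.4 to 23.9), and from 26.4 to 60.9 in Zhongwan 6, a 2.31-fold change (2.23 to 2.39). Cytoplasmic fructose-bisphosphate aldolase (comp36369_c1_seq2, 1639 bp) rose 15.4-fold (14.9 to 15.9) in Zhewan 1 and 3.51-fold (3.42 to 3.60) in Zhongwan 6. The UTP-glucose-1-phosphate uridylyltransferase-like unigene (comp37981_c0_seq1, 2055 bp) rose 11.7-fold (11.2 to 12.2) and 5.65-fold (5.40 to 5.92). Phosphoglucomutase (comp37100_c1_seq1, 2562 bp) rose 9.96-fold and 7.61-fold, and glucose-6-phosphate isomerase (comp32440_c0_seq3, 2223 bp) rose 5.01-fold and 2.77-fold. The rise of each was larger in the pair of Zhewan 1 libraries, with intervals that do not overlap. With median-ratio scaling phosphoglucomutase reverses this order, with log2 ratios of 2.75 in Zhewan 1 and 3.07 in Zhongwan 6.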

Previous work in legume and *Arabidopsis* seeds suggested that sugars mediate the switch from cell division to maturation (Wobus and Weber, 1999; Gibson, 2004). Our results provide evidence that the sugar metabolism process occurring in the pea seed should also involve a transition from cell growth and differentiation to seed development and maturation.

Because the content of soluble sugar is much higher in Zhewan 1 than that in Zhongwan 6 (Figure 6A), we further compared the expression level of genes participating in sugar metabolism between these two cultivars. 

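At 10 DAP none of the 5 sugar metabolism unigenes passed the thresholds between the cultivars, also under each scaling. Their log2 ratios of Zhongwan 6 to Zhewan 1 ranged from -0.23 for the UTP-glucose-1-phosphate uridylyltransferase-like unigene to 0.73 for fructose-bisphosphate aldolase, whose ratio was 1.66 (95% exact interval 1.59 to 1.72). The ratio was 0.931 (0.892 to 0.972) for sucrose synthase and 1.02 (0.974 to 1.08) for glucose-6-phosphate isomerase. With median-ratio scaling the log2 ratio of glucose-6-phosphate isomerase turned to -0.36 and that of phosphoglucomutase to -0.39.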

The expression of these genes was not significantly different at 10 DAP. However, most of the sugar metabolism related genes such as TIM (triosephosphateisomerase), UgpA (uridylyltransferase), and fructose-bisphosphatealdolase had much lower expression levels in Zhongwan 6 than in Zhewan 1 seeds at 25 DAP (approximately one-fourth the level). 

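At 25 DAP all 5 sugar metabolism unigenes were lower in Zhongwan 6 than in Zhewan 1, under each scaling, and 3 of them passed the thresholds. Fructose-bisphosphate aldolase had an RPKM of 273 in Zhongwan 6 and 723 in Zhewan 1, a ratio of 0.377 (95% exact interval 0.372 to 0.382). The UTP-glucose-1-phosphate uridylyltransferase-like unigene had an RPKM of 98.5 and 240.0, a ratio of 0.411 (0.402 to 0.419), and its log2 ratio of -1.28 became -0.97, short of 2-fold, with median-ratio scaling. Sucrose synthase had the lowest ratio of the 5, 0.0930 (0.0913 to 0.0948). Glucose-6-phosphate isomerase had a ratio of 0.566 (0.552 to 0.580), short of 2-fold. The median log2 ratio of the 5 was at the 0.87th percentile of 10000 random lists of 5 unigenes matched on mean RPKM, whose median was -0.31. TIM has no identifier in Figure 5 and is not analysed here. From the lower expression of most sugar metabolism genes in Zhongwan 6 at 25 DAP, the paper proposes that the difference in seed sugar content between vegetable and grain pea could result from the differential expression of these genes during seed filling.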

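Phosphoglucomutase had an RPKM of 148 in Zhewan 1 and 114 in Zhongwan 6 at 25 DAP. The ratio of Zhongwan 6 to Zhewan 1 was 0.767 (95% exact interval 0.752 to 0.781), above the counting error and short of the 2-fold threshold, and with median-ratio scaling its log2 value was -0.07. At 10 DAP its RPKM was 14.9 in both libraries and the ratio was 1.00 (0.944 to 1.07). Its component holds 4 sequences, and the sum over them also fell short of 2-fold at both stages.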

The expression level of phosphoglucomutase (PGM), which is responsible for the conversion of glucose-6-phosphate to glucose-1-phosphate that affects the content of sucrose in pea (Harrison et al., 2000), was not significantly different between these two cultivars. Our results indicate that the sugar metabolism process is coordinated by several genes, and that differences in the level of seed sugar content between vegetable pea and grain pea could be the result of differential expression of these genes during the filling stage of seed development.

### Transcriptional regulation of starch biosynthesis in Zhewan 1 and Zhongwan 6 developing seeds

During development, pea seeds also undergo a rapid change in starch content, which is directly related to the quality and taste of the pea. The molecular structure of plant starch consists almost completely of the glucose homopolymers amylopectin and amylase (Tetlow, 2006; Jeon et al., 2010). The amounts and proportions of amylose and amylopectin in plants vary depending on the type of storage organ, plant species, and cultivar (Gao et al., 1998; Sweetlove et al., 1999; Vrinten and Nakamura, 2000; Nakkanong et al., 2012). Total starch and amylase contents were measured in Zhewan 1 and Zhongwan 6 during seed development. As shown in Figure 7A, the total starch and amylose contents increased during seed development and reached a maximum at 30 DAP in both cultivars. Notably, grain pea accumulated a significantly higher level of starch compared to vegetable pea in almost all stages of seed development (Figure 7A). The total starch content at 30 DAP in the pea seeds of Zhewan 1 and Zhongwan 6 was approximately 11.42 and 28.03%, respectively (Figure 7A).

**Figure 7:**
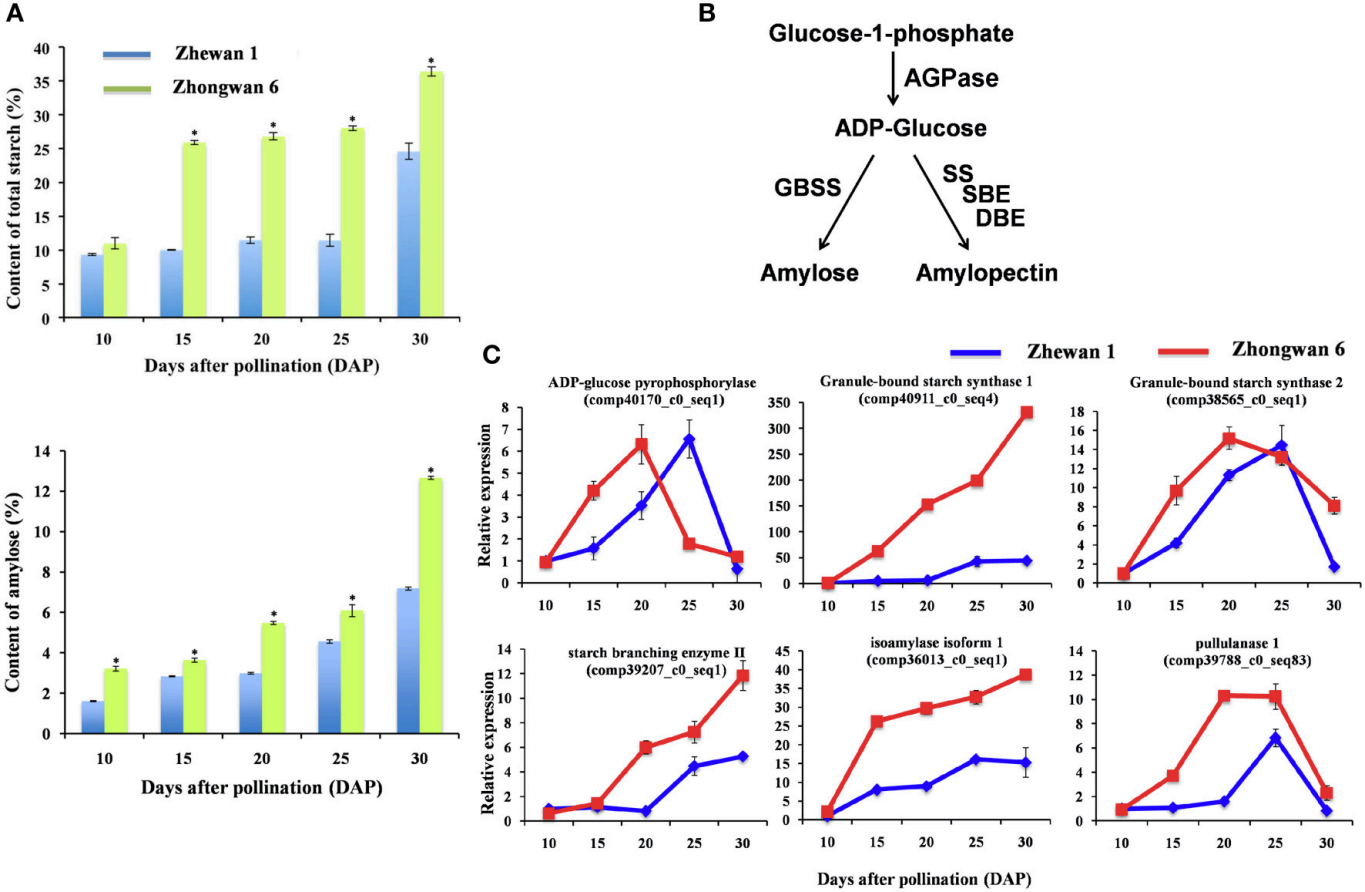
**Total content of starch and amylose in Zhewan 1 and Zhongwan 6 seeds during development (A), schematic of starch synthesis pathway (B) and qRT-PCR analysis of candidate differentially expressed genes related to starch biosynthesis (C)**. Mean starch and amylose contents in **(A)** is shown with standard errors bars from three repeated experiments. Asterisk indicates that starch and amylose contents are significantly different between Zhewan 1 and Zhongwan 6 according to an LSD test at *P* < 0.05.

Together with the soluble sugar data obtained in these two cultivars, a negative correlation of seed starch and sugar content was observed in grain pea and vegetable pea. Sink organs such as developing seeds import sucrose, which is cleaved to provide carbon skeletons for the synthesis of other storage compounds commonly accumulated during late developmental stage (Santos-Mendoza et al., 2008). On the basis of our analysis and previous work (Heim et al., 1993), the dramatic increase in the amount of starch at late maturity is preceded by a parallel decrease in sucrose in pea. In plants, the regulation of starch metabolism is complex, but a simplified version of the starch synthesis pathway is shown in Figure 7B. Amylose is synthesized by AGPase (ADP-glucose pyrophosphorylase) and granule-bound starch synthase (GBSS), while amylopectin is synthesized by the coordinated actions of AGPase, soluble starch synthase (SS), starch branching enzyme (SBE), and starch debranching enzyme (DBE) (Tetlow, 2006). There are two classes of DBE in higher plants, which are the pullulanase-type DBE (PUL) and the isoamylase-type DBE (ISA) (Nakamura, 2002). 

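Figures 5 and 7 name 7 starch metabolism unigenes by identifier. All 7 were higher at 25 DAP than at 10 DAP in both cultivars, with the exception that starch branching enzyme II in Zhewan 1, at 1.27-fold (95% exact interval 1.22 to 1.32), turns lower with median-ratio scaling. Granule-bound starch synthase 1 (comp40911_c0_seq4, 699 bp) rose 5.47-fold (5.35 to 5.58) in Zhewan 1 and 41.6-fold (39.9 to 43.4) in Zhongwan 6, from an RPKM of 280 and 52.0 at 10 DAP. ADP-glucose pyrophosphorylase (comp40170_c0_seq1, 1974 bp) rose by 5.49 and 4.86 on the log2 scale. At 25 DAP 2 of the 7 were at least 2-fold higher in Zhongwan 6 than in Zhewan 1. These were starch branching enzyme II (comp39207_c0_seq1, 3209 bp), with an RPKM of 81.5 against 34.1 and a ratio of 2.39 (2.32 to 2.46), and glucose-1-phosphate adenylyltransferase large subunit 2 (comp40857_c0_seq14, 650 bp), with a ratio of 2.07 (1.91 to 2.23) that was 0.60 on the log2 scale when the 10 sequences of its component were summed. At the same stage 3 were at least 2-fold lower in Zhongwan 6, ADP-glucose pyrophosphorylase with a log2 ratio of -1.41, granule-bound starch synthase 2 (comp38565_c0_seq1, 2817 bp) with -1.31 and isoamylase isoform 1 (comp36013_c0_seq1, 2782 bp) with -1.11. With median-ratio scaling the last 2 became -0.99 and -0.79, short of 2-fold. Glucose-1-phosphate adenylyltransferase and ADP-glucose pyrophosphorylase are names of the same enzyme, AGPase, so unigenes of this enzyme pointed in opposite directions. Granule-bound starch synthase 1 and pullulanase 1 (comp39788_c0_seq83, 5326 bp, from a component of 22 sequences) had ratios of 1.41 (1.40 to 1.43) and 1.11 (1.08 to 1.15). At 10 DAP only granule-bound starch synthase 1 passed the thresholds, at 0.186 of its level in Zhewan 1, and with median-ratio scaling ADP-glucose pyrophosphorylase also passed them with a log2 ratio of -1.16. The median log2 ratio of the 7 at 25 DAP was 0.16, the 84.9th percentile of matched random lists. Taken with the sugar unigenes, the 12 had a median of -0.96, the 0.54th percentile of 10000 matched lists with a median of -0.27. With median-ratio scaling, which moved it most, the median of the 12 was -0.65. The paper describes the unigenes of Figure 5 as a random selection, while the captions of Figures 5 and 7 call theirs differentially expressed. A choice based on the same libraries is not excluded, so that the percentiles describe the libraries and are not independent evidence.

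**Figure D2:**
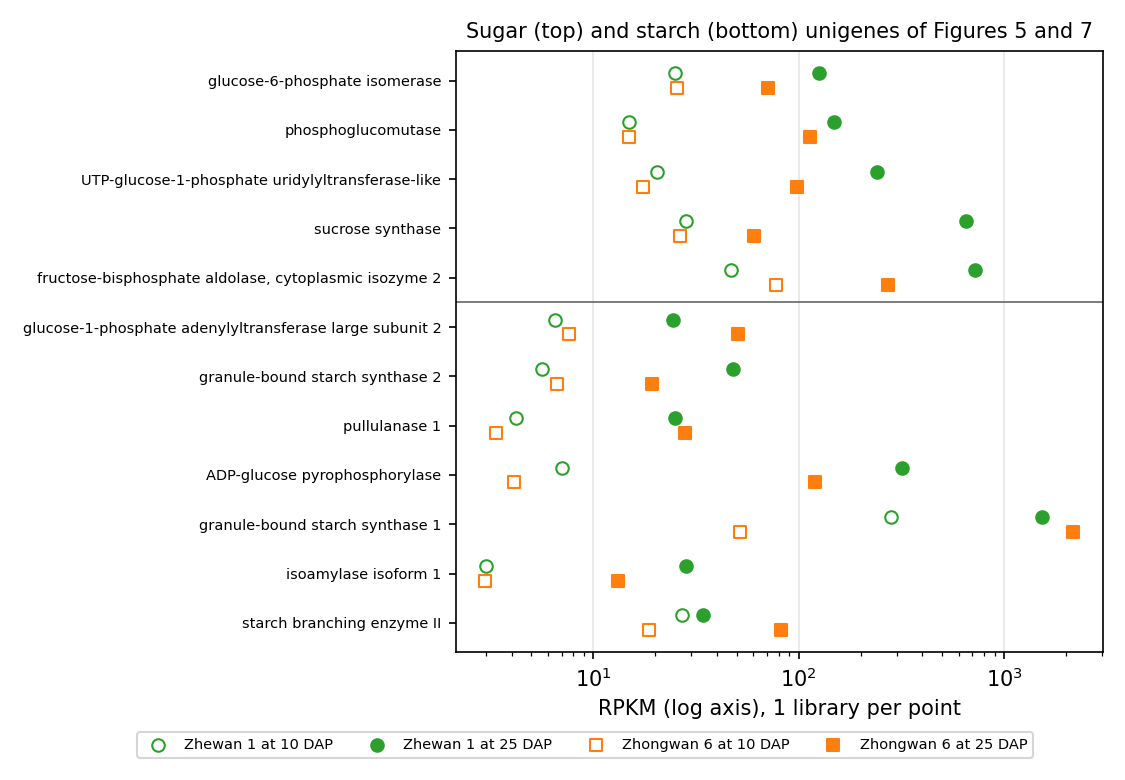
RPKM (x axis, log scale) of the 5 sugar and 7 starch metabolism unigenes (y axis) in the 4 libraries; circles are Zhewan 1, squares are Zhongwan 6, open symbols are 10 DAP and filled symbols are 25 DAP, with 1 library per symbol and no error bars. Each filled symbol lies to the right of the open symbol of its cultivar, an order that median-ratio scaling reverses for starch branching enzyme II in Zhewan 1.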

To understand starch biosynthesis in vegetable pea and grain pea, all the unigenes involved in starch metabolism were selected, and the relative expression levels were analyzed by RNA-Seq and qRT-PCR. AGPase is a key regulatory allosteric enzyme that is involved in starch biosynthesis in higher plants (Jin et al., 2005). Previous studies using mutant lines with reduced activities of AGPase found a reduction in the amounts of both amylose and amylopectin and total starch in *Arabidopsis* and in pea (Smith et al., 1989; Ekkehard Neuhaus and Stitt, 1990). In both Zhewan 1 and Zhongwan 6 seeds, AGPase exhibited a bell-shaped expression pattern, which increased from the early stage to the middle stage of seed development and then decreased in the later stage. However, the highest transcript levels of AGPase were at 20 and 25 DAP in Zhongwan 6 and Zhewan 1 seeds, respectively (Figure 7C). The higher accumulation of starch in Zhongwan 6 than in Zhewan 1 seeds can be correlated with the transcript levels of AGPase that were vigorously expressed at the early phase of development in Zhongwan 6 seeds. In pea seeds, amylopectin is the main component of starch. As shown in Figure 7C, the expression patterns of SBE, DBE, PUL and ISA, which are involved in amylopectin synthesis, as well as GBSS, which is responsible for amylose synthesis, showed similar patterns in the two types of pea; however, the transcript levels were much higher in the Zhongwan 6 than in the Zhewan 1 seeds during development (Figure 7C). These results suggest that the higher expression levels of starch biosynthesis related genes in Zhongwan 6 seeds trigger more starch accumulation than in Zhewan 1 seeds.

Previous studies have reported that both mutations of SBE and AGPase cause a reduction in starch content and consequently an increase in sugars during embyro development in pea (Hedley et al., 1986; Hylton and Smith, 1992; Lloyd et al., 1996). Similarly, transgenic potato tubers with reduced AGPase activity stored large amounts of sugars instead of starch (Müller-Röber et al., 1992). These reports are in line with our results that a negative correlation of seed starch and sugar content exists in Zhewan 1 and Zhongwan 6. Sugar and starch metabolism are known to be related in plants (Borisjuk et al., 2004), and our data suggest that an alteration in the levels of an enzyme involved in the starch synthesis pathway leads to an alteration of the level of sugar, thus resulting in higher levels of sucrose in vegetable pea seed than grain pea seed.

### Response of transcription factors at early and late seed developmental stages of Zhewan 1 and Zhongwan 6

Transcription factors (TFs) are crucial regulatory proteins that mediate transcriptional regulation. Many previous studies have been conducted to identify the TFs responsible for controlling seed development (Le et al., 2010). Still, most of the TFs involved in seed development are not yet known, particularly in non-model species. Therefore, we analyzed TF gene expression at early and late seed developmental stages of the two pea cultivars. We identified 23 and 32 TFs in Zhewan 1 and Zhongwan 6 seeds, respectively, classified into 10 and 11 TF families, which were significantly differentially regulated during the early and late stages of seed development (Supplementary Figure S9; Supplementary Table S16). When combined, transcriptome expression profiling revealed that approximately 14 TF families, including bHLH, bZIP, ERF, GATA, LBD, NAC, GRAS, MYB, NF-X1, NF-YC, HB, B3, EIL, and HSF, were implicated in the regulation of seed development, which indicates that seed development is governed by complex transcriptional regulatory networks. 

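Figure 5 names 5 transcription factor unigenes, and all 5 passed the thresholds with stage in both cultivars and under each scaling. The bHLH unigene (comp30742_c0_seq1, 1490 bp) was 6.71-fold higher at 25 DAP (95% exact interval 6.14 to 7.34) in Zhewan 1 and 5.28-fold higher (4.88 to 5.72) in Zhongwan 6. The heat stress transcription factor (comp39335_c1_seq3, 1302 bp) was 4.13-fold and 5.40-fold higher. The MYB unigene (comp27361_c0_seq1, 1490 bp) was 3.30-fold lower in Zhewan 1 and 5.16-fold lower in Zhongwan 6. The GRAS unigene (comp21944_c0_seq2, 2422 bp) had log2 ratios of -1.93 and -2.49, and at 10 DAP it was 3.13-fold higher in Zhongwan 6 than in Zhewan 1.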

Remarkably, the largest TF family regulating seed development was represented by ERF. ERF genes belong to the large AP2/ERF multigene family and have been shown to play a role in plant development, including in seed maturation (Vom Endt et al., 2002). Additionally, the homologs of some homeobox genes and NAC genes were down-regulated at the late developmental stage compared with the early stage, implying that they might play important roles for seed development in pea, particularly in the early stage. 

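In the readable part of Supplementary Table S2, 3 unigenes with an RPKM of at least 1 in a library are annotated as homeobox and 1 as a NAC domain protein. A pair of sequences of the same component annotated as homeobox protein 2 passed the thresholds as lower at 25 DAP. For comp12639_c0_seq1 the reads went from 139 to 64 in Zhewan 1 and from 224 to 61 in Zhongwan 6, log2 ratios of -1.28 and -2.10. For comp12639_c0_seq2 the log2 ratios were -1.34 and -2.18. The homeobox-leucine zipper unigene comp12836_c0_seq1 was higher at 25 DAP by 0.76 and 0.60 on the log2 scale, under 2-fold. These directions were the same under each scaling. The NAC domain unigene comp12769_c0_seq2 had 123 and 101 reads in Zhewan 1, a log2 ratio of -0.44 that became -1.01 with median-ratio scaling, and 293 and 93 reads in Zhongwan 6, a log2 ratio of -1.88.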

In *Arabidopsis*, homeobox genes are involved in the regulation of polarity establishment, embryo patterning and initiation, and maintenance of the SAM (shoot apical meristem); NAC TFs are also important at this stage because they work in coordination with the homeobox genes (Agarwal et al., 2011). In addition, a putative LBD showed dramatically increased expression at 25 DAP compared with 10 DAP in both cultivars. LBD proteins are plant-specific TFs that function in growth and development, and are also involved in regulating the ripening of fruit through interactions with EXPANSIN (Ba et al., 2014). However, the regulatory role of LBDs in seed development remains unknown.

We further analyzed the different regulatory TFs in these two cultivars. In total, 4 and 10 TFs were differentially regulated at 25 DAP and 10 DAP, respectively, between Zhewan 1 and Zhongwan 6 seeds (Supplementary Table S16). 

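The FUS3 unigene (comp26137_c0_seq1, 1651 bp) is alone in its component. In Zhewan 1 it had 783 reads at 10 DAP and 19419 reads at 25 DAP, a 22.3-fold rise (95% exact interval 20.7 to 23.9). With median-ratio scaling the rise was 15.0-fold. In Zhongwan 6 it had 1991 and 4988 reads, a 2.15-fold rise (2.04 to 2.27).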

FUS3, which is a B3 domain-containing transcription factor and a key regulator of embryo development (Baumlein et al., 1994), was up-regulated by approximately 25-fold at 25 DAP compared with 10 DAP in the Zhewan 1 seeds. Moreover, FUS3 was up-regulated by approximately four-fold in the Zhewan 1 seeds compared with the Zhongwan 6 seeds at 25 DAP. 

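At 25 DAP FUS3 had an RPKM of 211 in Zhewan 1 and 42.6 in Zhongwan 6, which is 4.95-fold higher in Zhewan 1 (95% exact interval 4.79 to 5.10), and 3.97-fold with median-ratio scaling. At 10 DAP the order was the opposite, with an RPKM of 9.47 in Zhewan 1 and 19.8 in Zhongwan 6, a ratio of Zhongwan 6 to Zhewan 1 of 2.09 (1.93 to 2.28). This ratio at 10 DAP fell short of 2-fold with median-ratio scaling, where its log2 value was 0.68.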

Previous studies have reported that FUS3 functions primarily or exclusively as a transcriptional activator during embryogenesis (Luerssen et al., 1998). These results suggested that FUS3 could be a direct regulator of pea seed filling; however, the mechanism requires further study. When combined, our results indicated that TF gene expression undergoes significant changes during seed development to construct a complex regulatory network, and that the regulatory role of the TFs is somewhat different between vegetable and grain peas. The differentially expressed TF genes uncovered in our study should provide an important starting point for understanding how gene activity is coordinated during seed development in grain pea and vegetable pea. These TFs probably play an active role in storage product accumulation; however, the specific role of seed-regulated TF genes and their possible targets remains to be determined.

## Conclusions

Studying the molecular mechanisms underlying seed development is a difficult but important area of research in plant biology. Using NGS technologies, we provide here the first overview of transcriptome dynamics in different stages of seed development in vegetable pea and grain pea. Our results illustrate that transcriptional control during pea seed development is a highly coordinated process. We found much evidence demonstrating that the metabolism of carbohydrates, amino acids, and other contents for storage are transcriptionally regulated from the early to late developmental stages in pea seeds. Furthermore, we provide a detailed comparison of gene expression between vegetable pea and grain pea, which differ in soluble sugar and starch. Our results reveal that the differential expression of most genes participating in sugar and starch biosynthesis at late development stages results in a negative correlation between soluble sugar and starch biosynthetic flux in vegetable pea and grain pea seeds. The information obtained from this study serve as a powerful foundation for understanding candidate genes that may have crucial roles in regulating and coordinating the complicated metabolisms and regulatory networks during seed development, and also provides a resource for the improvement of vegetable pea and grain pea breeding.

## Author contributions

Conceived and designed the experiments: NL, GZ, YG. Performed the experiments: NL, GZ, SX, QH. Analyzed the data: NL, WM. Contributed reagents/materials/analysis tools: NL, GZ, SX. Wrote the paper: NL, YG.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

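The authors mapped the clean reads to the assembled unigenes with bowtie, counted the reads on each unigene, and deposited these counts for 4 libraries. The authors then divided each count by unigene length and by the library's counted total, and deposited the quotient as RPKM. Both were used as deposited, counts for the tests and intervals and RPKM for ratios and levels, and no sequence reads were processed here. All unigenes of the table and all 4 libraries were used.

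The comparisons, tests, thresholds, named genes and other settings to try were fixed before the data were examined. A unigene was called changed between 2 libraries at an FDR of 0.001 or less in a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the unigenes with at least 1 read in the 2 libraries, and at least a 2-fold ratio of RPKM. No pseudocount and no filter on low values entered this call, so that the setting planned without a filter is the same analysis. The list of settings to try was written with a pseudocount of 1 and an RPKM minimum of 1 as the starting choices, while the planned test on counts names neither. The test was run as planned, and both choices are reported as alternatives added after the data were seen.

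The other settings planned in advance included pseudocounts of 0.1 and 0.01, an RPKM minimum of 10 and a 4-fold threshold. They also included scaling by median ratios, scaling to equal sums of RPKM and sums over Trinity components. The remaining ones were a chi-square test on the counts, a chi-square test with RPKM entered as counts and, for limma, eBayes without trend. Alternatives added after seeing the data were edgeR's likelihood ratio test with an assumed coefficient of variation of 0.2 or 0.4 and edgeR's quasi-likelihood test for the stage effect.

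The stage effect was fitted with limma (lmFit, eBayes with trend) on log2(RPKM + 1) with terms for cultivar and stage. Intervals are at 95%, exact Clopper-Pearson for ratios of reads and Wilson for shares. Wilson intervals for shares of unigenes take unigenes as independent, which they are not, so they understate the error. The named lists were compared with 10000 random lists drawn from the 200 unigenes nearest in mean RPKM to each member.

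The named genes are every unigene with an identifier in Figures 5 and 7, the changed unigenes with the largest rise and fall among those with an RPKM of at least 10 in the higher library, the most abundant unigene of each library, and annotation groups from the part of Supplementary Table S2 that could be read. No set test was run on that part, which lacks 77286 of the rows. Of the 1998 rows in it, 1121 name a unigene of the expression table. Of the identifiers in the table, 0 match the pea gene table used as a reference, so no further names were assigned.

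In simulated counts for 77269 unigenes, of which 200 changed 4-fold, Fisher's test recovered 198 (99%) and called 0 of the unchanged. These counts held counting error only, with no variation between libraries and no read counted more than once. Unigenes with few reads were left out of the changed ones. The 0 therefore gives no rate of false calls for the real libraries. In a simulation of 30262 unigenes with 200 changed 8-fold, limma recovered 198 and called 35 of the unchanged, more than its adjusted p threshold of 0.05 allows for.

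The software was Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and edgeR 4.0.16. The qRT-PCR, sugar and starch measurements of the paper were not analysed here.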

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

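The tests of technical explanations in this part were chosen only after the result was seen. Median-ratio scaling and component sums, which some of these tests use, were themselves settings planned in advance.

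The median log2 stage change was 0.56 in Zhewan 1 and -0.14 in Zhongwan 6, which stands out because the 2 cultivars differ; with 1 library per condition the difference was not tested. A few abundant unigenes taking different shares of the reads may account for most of it, because the difference of 0.70 shrank to 0.22 when the 100 most abundant unigenes were left out of the library totals, and to 0 without the 500 most abundant. Noise of unigenes with few reads is unlikely to explain it, as 0.47 remained at a mean RPKM of at least 10, and so is a split of reads among the sequences of a component, as 0.69 remained on component sums. A biological difference in when storage transcripts accumulate would also change the shares of abundant unigenes, and stays open and untested.

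By the thresholds, 900 unigenes were higher at 25 DAP in Zhewan 1 and lower in Zhongwan 6, and 427 were lower in Zhewan 1 and higher in Zhongwan 6. They stand out because the cultivars change in opposite ways, and that difference was not tested. Library scaling alone is unlikely to explain all opposite changes, since 1054 unigenes changed in opposite directions with median-ratio scaling. Of these 400 were higher in Zhewan 1, down from 900, and 654 were higher in Zhongwan 6, up from 427. Whether they are the same unigenes was not examined, so scaling could account for part of the 900. A split of reads within components is also unlikely to explain all opposite changes, since 867 components changed in opposite directions. Variation between libraries beyond counting error could explain most of the opposite changes, with 33 such unigenes at an assumed coefficient of variation of 0.4. The true variation cannot be estimated from single libraries.

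Most unigenes changed by the test on counts had an RPKM under 10 in both libraries, a range in which the test with RPKM entered as counts called 0. They numbered 16587 for stage in Zhewan 1, 14761 (78.5%) for stage in Zhongwan 6, 7462 (77.9%) between cultivars at 10 DAP and 10046 (80.3%) at 25 DAP. They stand out because this part of the deposited table gave no calls with RPKM entered as counts. That test treats an RPKM under 10 as fewer than 10 reads, and its calls began at an RPKM of 17.6 in the higher library. Its 0 therefore cannot tell whether these unigenes changed. The paper's own lists of changed unigenes were not read. Variation between libraries beyond counting error could remove many of them, as 7981 over the 4 comparisons were called at an assumed coefficient of variation of 0.4, and replicate libraries would be needed to tell.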

How the results depend on the processing

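The settings with a pseudocount of 1, an RPKM minimum of 1, assumed variation between libraries and edgeR's quasi-likelihood test were chosen only after the result was seen. For the moves listed here the cause was not tested unless stated. Each condition has 1 library, and the only paired comparison was the limma stage effect, which pairs the stages within each cultivar.

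Counts of changed unigenes are given in the order stage in Zhewan 1, stage in Zhongwan 6, cultivars at 10 DAP, cultivars at 25 DAP, and shared by both cultivars. With a pseudocount of 1 they were 14374, 10878, 4613, 6220 and 4917. At an RPKM of at least 10 they were 5762, 4038, 2117, 2467 and 1995. At 4-fold they were 13250, 11517, 3607, 6255 and 4751. With RPKM entered as counts they were 2036, 1247, 459, 801 and 618, the lowest for stage and sharing, since this treats each unigene as if it had far fewer reads. At an assumed variation of 0.2 they were 14460, 12025, 3002, 5539 and 5090, and at 0.4 they were 4400, 4157, 221, 1696 and 1707. Component sums gave 14778 and 12427 for stage and 5295 shared, out of fewer units. The counts at pseudocounts of 0.1 and 0.01, both scalings and the chi-square test on counts stayed within 1.5-fold.

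The ratio of the count at 25 DAP to that at 10 DAP was 1.35 with a pseudocount of 1, 1.20 at an RPKM of at least 1, 1.17 at an RPKM of at least 10, 1.73 at 4-fold, 1.43 with median-ratio scaling, 1.23 with equal sums of RPKM, 1.75 with RPKM entered as counts, 1.85 at an assumed variation of 0.2 and 7.67 at 0.4.

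The majority direction turned in 4 cases. The percent higher became 47.5 for stage in Zhewan 1 and 49.8 between cultivars at 10 DAP with median-ratio scaling, which removes the median shift by construction. It became 50.9 for stage in Zhongwan 6 and 47.1 between cultivars at 10 DAP with RPKM entered as counts.

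The number of unigenes with a stage effect in limma was 1597 at an RPKM of at least 10 in 2 libraries. It was 2745 with median-ratio scaling, 2751 on component sums and 3509 with eBayes without trend. It was 0 with edgeR's quasi-likelihood test, which had 6840 at an unadjusted p under 0.05. The median log2 ratio of the 12 sugar and starch unigenes was -0.65 with median-ratio scaling and -0.90 with equal sums of RPKM.

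Of 696 log2 ratios of named unigenes under the alternatives, 659 kept both direction and call, 21 became weaker, 4 became stronger and 12 reversed. With median-ratio scaling the ratio of Zhongwan 6 to Zhewan 1 at 10 DAP turned to -0.36 for glucose-6-phosphate isomerase, -0.39 for phosphoglucomutase, -0.17 for the adenylyltransferase large subunit 2, -0.15 for granule-bound starch synthase 2, -0.32 for the bHLH unigene and -0.37 for both the first glutamate synthase unigene and the 14-3-3-like protein. At 25 DAP it turned to 0.04 for the bHLH unigene, and the stage change of starch branching enzyme II in Zhewan 1 turned to -0.23. On component sums the ratio at 10 DAP turned to 0 for the first glutamate synthase unigene, 0.17 for the second and -0.12 for the light harvesting protein. Component sums left the adenylyltransferase below 2-fold with stage, at 0.71 in Zhewan 1 and 0.99 in Zhongwan 6.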

Differences from the paper's values

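No test in this part was chosen only after the result was seen; the values come from the analysis and settings fixed beforehand.

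For stage in Zhewan 1 the paper's numbers are 2036 changed unigenes, 1293 up and 743 down, and here 22349 changed, 15351 up and 6998 down. For stage in Zhongwan 6 the paper's numbers are 1247, 635 up and 612 down, and here 18799, 6805 up and 11994 down. Between cultivars at 10 DAP the paper's numbers are 459, 216 up and 243 down, and here 9579, 7389 up and 2190 down. At 25 DAP the paper's numbers are 801, 341 up and 460 down, and here 12513, 3584 up and 8929 down. For changes shared by both cultivars the paper's numbers are 354 up and 264 down, and here 4231 up and 4216 down.

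Among the settings fixed beforehand only the chi-square test with RPKM entered as counts does not differ, and it gives each of these paper's numbers exactly.

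The paper gives the level of UgpA and fructose-bisphosphate aldolase in Zhongwan 6 at 25 DAP as a fraction that makes Zhewan 1 about 4-fold higher. Here the UTP-glucose-1-phosphate uridylyltransferase-like unigene, taken to be the paper's UgpA, was 2.44-fold and the aldolase 2.65-fold higher in Zhewan 1. No setting fixed beforehand reaches the paper's 4-fold, and with median-ratio scaling the values were 1.95 and 2.13.

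The directions also differ for starch. The paper states from qRT-PCR in Fig. 7C that SBE, DBE, PUL, ISA and GBSS transcripts were much higher in Zhongwan 6 during development. In the libraries at 25 DAP granule-bound starch synthase 2 and isoamylase isoform 1 were lower in Zhongwan 6, while starch branching enzyme II, pullulanase 1 and granule-bound starch synthase 1 were higher. At 10 DAP granule-bound starch synthase 1, starch branching enzyme II and pullulanase 1 were lower in Zhongwan 6, with log2 ratios of -2.43, -0.54 and -0.33. Granule-bound starch synthase 2 was higher there (log2 ratio 0.24, 95% exact interval 0.11 to 0.38), but -0.15 with median-ratio scaling, and isoamylase isoform 1 was at -0.02 (-0.21 to 0.17). For AGPase the paper describes strong early expression in Zhongwan 6. The ADP-glucose pyrophosphorylase unigene was lower in Zhongwan 6 at 10 and 25 DAP, with log2 ratios of -0.77 and -1.41. The adenylyltransferase large subunit 2 unigene, also AGPase, was at 0.22 (-0.03 to 0.49) and 1.05 (0.93 to 1.16). The libraries hold no stage between 10 and 25 DAP, where the paper places the AGPase peak of Zhongwan 6.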

Other observations

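The groupings, the comparison of stage-changing unigenes between cultivars and the carry-over estimate in this part were chosen only after the result was seen.

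Unigenes that rose or fell at least 2-fold on average with stage did so less in Zhongwan 6. The 2693 that rose had a median log2 change of 1.65 in Zhewan 1 and 1.35 in Zhongwan 6, and the 2964 that fell had -1.74 and -1.41, after median-ratio scaling. The choice by the mean of both cultivars matters: the 3002 unigenes that fell at least 2-fold in Zhongwan 6 kept a median of 48.5% of their 10 DAP level in Zhewan 1 and 34.5% in Zhongwan 6, and the 4029 that did so in Zhewan 1 kept 32.4% and 62.9%. Library scaling is unlikely to explain this, because at 25 DAP the ratio of Zhongwan 6 to Zhewan 1 was -0.37 for those that rose and 0.36 for those that fell, in opposite ways. For 736 abundant unigenes that fell at least 2-fold on the mean of both cultivars, the median share of the 10 DAP level left at 25 DAP was 9.03% in Zhewan 1 and 33.0% in Zhongwan 6, the direction that carry-over of reads from the 10 DAP library into the 25 DAP library of Zhongwan 6 would give. As the whole cause it would need a share of 17.6% in each of them, and 28.1% of them kept less than that in Zhongwan 6, which makes it unlikely as the whole cause; a smaller share is not excluded. Chosen by the fall in Zhongwan 6 alone, a choice made after seeing the data, 512 unigenes had medians of 11.7% and 22.2%, and 17.2% of them kept less than the 4.96% needed. Among the unigenes with an RPKM of at least 1 in all 4 libraries, the 2964 that fell would need 6.83%, and 2.53% of them kept less, but that minimum removes unigenes that fell to low levels. A slower development of Zhongwan 6 seeds at the same day could give this pattern too, and stays open and untested.

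Among 35529 unigenes with at least 50 reads in a library, 260 separated the cultivars 2-fold at both stages, fewer than the 903 that separated the libraries by the crossed grouping of Zhewan 1 at 10 DAP and Zhongwan 6 at 25 DAP against the others. Stage separated 7127. Library scaling is unlikely to be the reason, since the crossed grouping had 761 and the cultivar grouping 268 after median-ratio scaling. Labels of the cultivars exchanged at 1 stage could also give this order; 5 unigenes in the crossed grouping and 2 in the cultivar grouping had at least 50 reads in 1 group and at most 3 in the other, too few to tell. A cultivar difference that changes with stage is a biological alternative that was not tested.

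The Spearman correlation across unigenes was 0.851 between the cultivars at 10 DAP and 0.786 at 25 DAP, and 0.647 between the stages in Zhewan 1 and 0.672 in Zhongwan 6. For the crossed pairs it was 0.709 between Zhewan 1 at 10 DAP and Zhongwan 6 at 25 DAP, above both values within a cultivar, and 0.628 between Zhewan 1 at 25 DAP and Zhongwan 6 at 10 DAP, below both, so that these values do not settle whether labels were exchanged.

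In the readable part of Supplementary Table S2 an auxin efflux carrier unigene (comp13193_c0_seq1) went from 58 to 11 reads in Zhewan 1 and from 109 to 14 in Zhongwan 6 with stage. A LOB domain unigene (comp11606_c0_seq1) went from 17 to 5 reads in Zhewan 1 and from 2 to 52 in Zhongwan 6. The only match for ethylene response factors was ethylene response sensor, a receptor (comp12609_c0_seq1), with log2 ratios of 1.44 and 0.37. Of 10 unigenes matched to cell division by the words histone or cyclin, 4 were higher and 4 lower at 25 DAP in Zhewan 1. In Zhongwan 6, 2 were higher and 4 lower, and with median-ratio scaling 3 were higher in Zhewan 1. The largest fall in both cultivars, with log2 ratios of -3.24 and -4.2, was that of a histone H3 methyltransferase (comp12612_c0_seq1), matched by its name only. Of 5 unigenes matched to maturation by the words late embryogenesis abundant or oleosin, 1 was higher and 3 lower in Zhewan 1. In Zhongwan 6, 2 were higher and 1 lower, and with median-ratio scaling 0 were higher in Zhewan 1. Apart from an oleosin family protein (comp11102_c0_seq1), they are annotated as late embryogenesis abundant hydroxyproline-rich glycoproteins. A match by words does not show that they act in seed maturation, so no direction of maturation genes follows.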
